A study of Homo sapiens with 15 samples.

How the data were processed

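RNA sequencing of IMR90 cells, a strain of human lung fibroblasts, gave 15 libraries in 5 groups of 3. Per the labels' protocols, senescence was induced with 50 µM etoposide, a drug that damages DNA, for 24 hours, and cells were collected 8 days after it was removed, in 3.5% oxygen. The general growth protocol also names a dose of 25 µM, and the labels do not say that any of these libraries received it. Cells carried lentivirus with short hairpins against HIRA or PML, or a control construct labelled TRC. The labels do not spell out TRC; it was taken as the non-targeting control that the treatment protocol mentions. Groups were assigned from the sample titles: proliferating control, senescent control, senescent with HIRA hairpin 1, senescent with HIRA hairpin 2, and senescent with a PML hairpin. The labels give no batch, date or passage, so no batch could be entered in a fit. They separate replicates by number only, so whether replicates are independent infections or cultures is unknown. The tests therefore cover the spread between these libraries, whatever its source.

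The authors deposited a table of raw counts per gene and a table of TPM (transcripts per 1000000), each with 60668 genes and 1 column per library. The counts are whole numbers. Each TPM column made by the authors sums to 1000000. The deposited TPM are not a rescaling of the deposited counts, because 588 genes had a mean count under 1 and a mean TPM over 5. The aligner, the counting tool, the use of strand, the tool that made the TPM and the genome build are stated neither per the labels nor per the file headers. Genes that overlap others are therefore uncertain, on either strand, and no coordinates are given. Of the gene identifiers, 58561 matched GENCODE 29 without their version, and that release served only for transcript sequence, GC content, length and gene type. The tables pair identifiers with gene names, and 113 names belong to more than 1 gene.

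Library totals ranged from 20002675 to 34765622 counts (median 22652420). A gene with 3 counts or fewer in a library was treated as at the floor, which corresponded to 0.0863 to 0.150 counts per 1000000 (CPM). Floors cover counting error only, since reads made by PCR are not independent molecules. Fold changes against a group at the floor in all libraries are given as bounds.

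Analysis of the counts used edgeR 4.0.16, limma 3.58.1 and R 4.3.3. filterByExpr kept 16532 genes. Libraries were scaled by TMM, and all 15 were fitted together with group as the only factor, so that the groups shared 1 dispersion estimate per gene. Quasi-likelihood F tests gave p-values, adjusted by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. Unless another test is named, adjusted p-values of genes come from these edgeR quasi-likelihood tests. The standard error (SE) of a log2 fold change was taken as its absolute value over the square root of F. Each gene test is two-sided. CPM values were scaled by the TMM factors, and log2 CPM used a prior count of 2.

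The comparisons were senescent against proliferating control, each hairpin against the senescent control, HIRA hairpin 2 against hairpin 1, and the PML hairpin against the mean of both HIRA hairpins. Genes changed alike were those past the threshold with each hairpin in the same direction. The comparisons with the senescent control share its libraries. Unchanged groups were therefore simulated 40 times, drawing the senescent control and all hairpin libraries from the control means with the fitted dispersions, and the same measures were computed on them.

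Lists of genes were written before the data were examined, from general knowledge: secretory genes of senescent cells (the senescence-associated secretory phenotype, SASP, 59 genes, 55 tested), cell cycle (60), interferon response (42), p53 targets (30) and NF-kB targets (30). The SASP and NF-kB lists share 11 genes. The SASP and p53 lists share GDF15, and the interferon and p53 lists share TRIM22. Each list was tested with limma's camera, with a preset correlation between genes of 0.01, in 7 comparisons (those of senescence and of each hairpin, and each hairpin group against the proliferating control), giving 35 tests adjusted together by Benjamini-Hochberg. Another 10 camera tests compared the hairpins with each other. The score of a list in a library was the mean log2 CPM of its members. Scores were compared by a two-sided exact permutation test, in which 3 libraries against 3 cannot give a p below 0.1.

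Genes named in the text are a panel of 25 fixed before the data were examined, plus 3 genes with the largest rise and 3 with the largest fall in each comparison. The latter had to pass the threshold, reach a mean of 8 CPM over all libraries, carry a symbol and show no overlap between the libraries of the compared groups; chance alone gives no overlap in 10% of genes for 3 libraries against 3. For genes changed alike, the ranking used the smallest absolute change over the hairpins.

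Alternatives fixed before the data were examined were DESeq2 size factors, upper quartile scaling, the DESeq2 1.42.0 Wald test, no filter (43260 genes), a mean of at least 10 counts (15351 genes), a fit of only the groups compared, the replicate number as a block, a log2 change of at least 1, limma-trend on TPM with pseudocounts of 1 and 0.1, camera with an estimated correlation, fry, members or genes with at least 8 CPM (9593 genes), divided control libraries, and leaving out each library in turn. Offsets per library for GC content and transcript length (loess, span 0.3) were chosen after seeing the data, and covered 16403 of the tested genes (99.2%).

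The tests were run first on simulated counts with 200 changed genes among 16532, in 10 simulations. A limit of 10% false calls among all calls had been set beforehand. edgeR recovered 94.4% of the changed genes with 4.68% false calls (range 1.05% to 9.09%), and limma-trend 94.4% with 5.45%. DESeq2 recovered 96.6% with 11.5% false calls (range 7.62% to 15.0%), which stayed above the limit, also when called directly; it was exempted from the limit after this was seen and serves only as an alternative. In the first simulation, an unchanged group gave 0 calls, with 750 genes at an unadjusted p under 0.05 in edgeR. camera gave a p of 1.6e-27 for a list of 50 with 25 changed genes, and 2 of 200 random lists had a p under 0.05. These simulations gave every group the same dispersion, which the real groups do not have. No column of the tables was left out. Sequence reads were not analysed here.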

Results

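Gene expression was measured in 15 RNA sequencing libraries of IMR90 human lung fibroblasts, 3 in each of 5 groups. A control construct was carried by proliferating cells and by cells made senescent with etoposide. The other senescent groups carried HIRA hairpin 1, HIRA hairpin 2 or a PML hairpin. HIRA is a histone chaperone, and PML is a protein that organises nuclear bodies. Total counts were 20002675 to 25609494 in every library except PML hairpin replicate 1, which had 34765622. Mitochondrial genes took 4.09% to 5.53% of the counts, and the 10 most abundant genes took 7.27% to 11.0%. The first principal component of log2 CPM (52.7% of the variance) separated the proliferating libraries (-139.8 to -90.5) from the senescent libraries (3.34 to 45.6). The second component (15.0%) ran from -47.6 with HIRA hairpin 1 to 57.5 in the senescent control. Replicates varied unequally. The biological coefficient of variation, estimated within each group, was 26.0% in the proliferating control, 9.38% in the senescent control, 3.31% and 4.73% with HIRA hairpins 1 and 2, and 14.1% with the PML hairpin.

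HIRA and PML mRNA were compared first, since they show whether each hairpin lowered its target. HIRA (ENSG00000100084.14) measured 12.4 ± 1.31 CPM (SD, n = 3) in the senescent control, 2.71 ± 0.35 with hairpin 1 and 4.21 ± 0.24 with hairpin 2, which left 21.8% and 33.9% of the control level. The log2 changes were -2.20 (SE 0.14, edgeR adjusted p 7.2e-09) and -1.56 (SE 0.13, adjusted p 2.5e-07). PML (ENSG00000140464.20) measured 66.8 ± 2.38 CPM in the senescent control and 33.8 ± 6.72 with the PML hairpin, 50.7% of the control level (log2 change -0.98, SE 0.13, adjusted p 2.8e-05). HIRA measured 13.6 ± 1.05 CPM with the PML hairpin (log2 change 0.13, adjusted p 0.46). PML measured 64.8 ± 0.77 and 59.1 ± 3.93 CPM with HIRA hairpins 1 and 2 (log2 changes -0.042 and -0.18, adjusted p 0.83 and 0.29). In proliferating cells HIRA measured 25.7 ± 3.30 CPM and PML 96.5 ± 12.0. TPM with a pseudocount of 1 moved the HIRA change with hairpin 1 most, to -1.89. HIRA counts are uncertain, because 65.2% of the 31-base words of its GENCODE 29 transcripts also lie in C22orf39, which overlaps it on the same strand and had a mean of 301 counts. Among the other named genes such shared words were most frequent for SQSTM1 (23.6%), CDC20 (20.3%), IL6 (17.4%), TRPA1 (16.5%), PLK1 (15.1%), CXCL1 (14.4%), RARRES1 (13.5%), DAXX (13.0%) and CGAS (10.9%), and reached at most 8.58% in the rest.

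**Figure D1:**
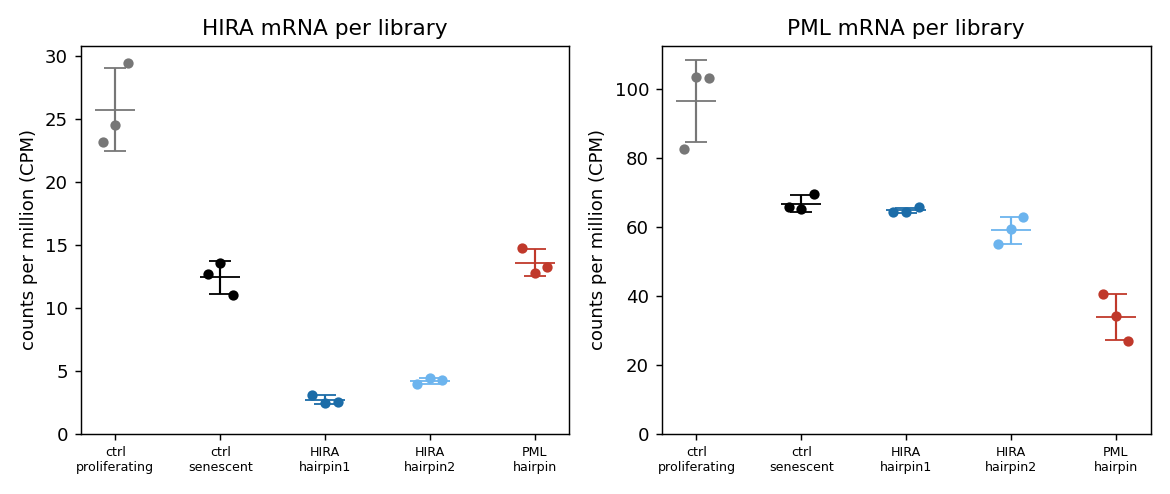
HIRA and PML mRNA (y axis, CPM) in each library of the 5 groups, with the mean and SD of 3 replicates as lines. HIRA fell from a mean of 12.4 CPM in the senescent control to 2.71 and 4.21 with its hairpins, and PML from 66.8 to 33.8 with the PML hairpin.

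The comparison of senescent with proliferating control cells asked what etoposide-induced senescence changed. Of 16532 genes tested, 11441 passed the threshold, 6006 higher and 5435 lower. A minimum log2 change of 1 moved this count most, to 5936. The largest rises were in C3 (ENSG00000125730.17), CXCL8 (ENSG00000169429.11) and CXCL1 (ENSG00000163739.5). C3 rose from 1.02 ± 0.46 to 227 ± 14.9 CPM (SD, n = 3), a log2 change of 7.82 (SE 0.22, edgeR adjusted p 2.8e-12). CXCL8 rose from 1.82 ± 0.48 to 216 ± 42.9 CPM (6.87, SE 0.25, adjusted p 1.0e-11), and CXCL1 from 0.63 ± 0.13 to 59.9 ± 14.2 CPM (6.57, SE 0.22, adjusted p 7.7e-12). The largest falls were in PLK1 (ENSG00000166851.15), AURKB (ENSG00000178999.13) and CDC20 (ENSG00000117399.14). PLK1 fell from 218 ± 24.2 to 8.87 ± 0.78 CPM (-4.62, SE 0.13, adjusted p 2.8e-12). AURKB and CDC20 changed by -4.44 and -4.29. In the fixed panel, IL1A, IL1B, IL6 and CCL2 rose by 5.51, 4.45, 3.70 and 1.54, and MMP1 and MMP3 by 1.02 and 1.86. CDKN1A rose by 1.68 and CDKN2B by 2.00. CDKN2A changed by -0.27 (adjusted p 0.084), a call that passed the threshold without proliferating replicate 2 (-0.36) or senescent control replicate 2 (-0.40). LMNB1, HMGB2, MKI67 and CCNA2 changed by -2.89, -2.17, -2.07 and -1.95.

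The gene lists gave the same comparison as sets. In senescence the median log2 change was 1.72 for the SASP list (47 of 55 genes higher, camera adjusted p 1.2e-09), 2.86 for interferon response (40 of 42 higher, 1.4e-12), 1.75 for NF-kB targets (23 of 30 higher, 3.4e-06), 0.99 for p53 targets (25 of 30 higher, 4.3e-05) and -2.43 for cell cycle (60 of 60 lower, 2.2e-23). The number of SASP genes past the threshold was 50 over all genes tested and 51 adjusted over the list alone. The corresponding numbers were 39 and 40 for interferon, 27 and 29 for NF-kB, 25 and 25 for p53 and 58 and 58 for cell cycle. Camera with an estimated correlation moved these results most: the interferon rise no longer passed (adjusted p 0.0819), and the other lists did. All 5 passed under fry. Scores in the senescent control did not overlap those of proliferating cells for any list (exact permutation p 0.1, the smallest that 3 against 3 can give).

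Each HIRA hairpin was compared with the senescent control, to ask what loss of HIRA changed in senescent cells. With hairpin 1, 6380 genes passed the threshold (3464 higher, 2916 lower), and with hairpin 2, 6599 (3318 higher, 3281 lower). With hairpin 1 the largest rises were in HAPLN1 (ENSG00000145681.11), from 0.96 ± 0.14 to 50.6 ± 2.82 CPM (log2 change 5.70, SE 0.19, edgeR adjusted p 5.0e-12), ANKRD1 (ENSG00000148677.6, 5.66) and MFAP5 (ENSG00000197614.11, 5.36). CXCL1 was at the floor in all 3 libraries of hairpin 1 (1 to 3 counts), at least 385-fold lower than in the senescent control. CXCL8 fell to 1.07 ± 0.31 CPM (-7.67, SE 0.26, adjusted p 7.4e-12) and TMEM176B (ENSG00000106565.18) from 101 ± 14.6 to 0.52 ± 0.20 CPM (-7.61, SE 0.24, adjusted p 3.2e-12). With hairpin 2 the largest rises were in NPPB (ENSG00000120937.9), from 1.31 ± 0.27 to 66.2 ± 0.98 CPM (5.65, SE 0.22, adjusted p 5.9e-11), ELN (ENSG00000049540.17, 5.15) and NAP1L3 (ENSG00000186310.10, 5.01). The largest falls were in CXCL1 (-4.11), CXCL8 (-3.68) and CDCP1 (ENSG00000163814.8, -3.54).

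Genes changed alike by both HIRA hairpins numbered 3334 (1671 higher, 1663 lower), where independent calls would give 1274 in 1 direction. Of 3687 genes past the threshold with both, 353 (9.57%) went opposite ways. In 40 simulations of unchanged groups that shared the control libraries, 0 genes passed with both, and a median of 74 had an unadjusted p under 0.05 with both and 1 direction. Without effects, adjusted p-values rarely pass in either comparison. These simulations therefore do not measure how much the shared control libraries add to an overlap of real calls. NPPB, ANKRD1 and HAPLN1 rose most with both, by at least 4.41, 4.25 and 4.14, and CXCL1, CXCL8 and TRPA1 (ENSG00000104321.11) fell most. TRPA1 changed by -4.50 and -3.44. The hairpins also differed directly: 6192 genes passed the threshold between them, 2905 higher and 3287 lower with hairpin 2. Upper quartile scaling and TPM gave 57.7% and 63.3% of these genes higher, against 46.9%, and no filter gave 44.5%, so the balance of directions between the hairpins depends on the processing. ELN was higher with hairpin 2 by 5.14 (SE 0.21, edgeR adjusted p 2.8e-10), TMEM176B by 4.48, and CXCL1 at least 22.3-fold. KISS1 (ENSG00000170498.9), DYSF (ENSG00000135636.14) and SYNPO2L (ENSG00000166317.12) were lower by -2.87, -2.65 and -2.59.

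The PML hairpin was compared with the senescent control in the same way, and 5624 genes passed the threshold, 3058 higher and 2566 lower (54.4% higher). This share ranged from 46.6% in the fit of only the groups compared to 61.7% under upper quartile scaling, so the majority direction depends on the processing. DYSF rose from 1.33 ± 0.29 to 40.9 ± 6.12 CPM (log2 change 4.94, SE 0.18, edgeR adjusted p 5.0e-11), LIPG (ENSG00000101670.12) by 4.20 and HAPLN1 by 4.01. C3 fell to 3.70 ± 0.36 CPM (-5.94, SE 0.19, adjusted p 1.2e-11), CXCL1 by -4.14 and CXCL8 by -4.11. Genes changed alike by all 3 hairpins numbered 2027 (970 higher, 1057 lower), where independent calls would give 218 in 1 direction. Of 2319 genes past the threshold in all 3 comparisons, 292 (12.6%) did not share 1 direction. In the simulations, which have the same limit here, 0 genes passed in all 3. A median of 27 had an unadjusted p under 0.05 and 1 direction. HAPLN1, PCDH10 (ENSG00000138650.9) and NAP1L3 rose most across the hairpins, by at least 4.01, 3.75 and 3.67. CXCL1, CXCL8 and RARRES1 (ENSG00000118849.10) fell most, and RARRES1 changed by -4.94, -3.16 and -3.49 with HIRA hairpin 1, HIRA hairpin 2 and the PML hairpin. C3 changed by -5.97 and -2.94 with HIRA hairpins 1 and 2.

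The PML hairpin and the mean of the HIRA hairpins were compared directly, and 5583 genes passed the threshold, 2983 higher and 2600 lower with the PML hairpin. TPM gave 38.2% of these genes higher and upper quartile scaling 59.6%, against 53.4%, so this balance of directions depends on the processing. TRPA1 was higher by 4.47 (SE 0.19, edgeR adjusted p 2.4e-10), PIEZO2 (ENSG00000154864.12) by 3.33 and TMEM176B by 3.16. NPPB was lower by -5.05 (SE 0.20, adjusted p 1.6e-10), NFASC (ENSG00000163531.15) by -3.70 and ADAMTS15 (ENSG00000166106.3) by -3.68.

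All 3 hairpins lowered the SASP, NF-kB and interferon lists relative to the senescent control. The SASP median was -1.48 with HIRA hairpin 1 (44 of 55 genes lower, camera adjusted p 5.9e-14), -0.93 with hairpin 2 (45 lower, 8.8e-13) and -0.62 with the PML hairpin (40 lower, 1.4e-08). The numbers of SASP genes past the threshold in either direction were 49, 43 and 44 over all genes tested and 50, 46 and 45 adjusted over the list alone. The NF-kB medians were -2.62, -1.63 and -1.59 (adjusted p 2.8e-23, 1.2e-16 and 8.5e-22). The interferon medians were -2.69, -0.44 and -2.06 (adjusted p 1.9e-25, 0.0023 and 3.1e-25). With an estimated correlation the interferon fall with hairpin 2 no longer passed (adjusted p 0.477), and the other 8 falls did. Under fry, all 9 passed. The p53 medians were -0.060, 0.19 and -0.0022 (adjusted p 0.41, 0.46 and 0.87). Under fry the p53 result with hairpin 2 passed (adjusted p 0.0132), and under TPM the median with hairpin 1 was 0.0095. In single cytokine genes, IL1A changed by -4.61, -1.93 and -4.49, IL1B by -5.76, -3.76 and -5.71, IL6 by -3.17, -2.88 and -3.65, and CCL2 by -2.71, -1.96 and -2.29 with HIRA hairpin 1, HIRA hairpin 2 and the PML hairpin. MMP1 changed by -0.77, -1.23 and -1.98. MMP3 changed by -0.038, 0.11 and 1.29, and passed the threshold with the PML hairpin alone (edgeR adjusted p 4.1e-06); the change with hairpin 1 was 0.068 under TPM.

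The cell cycle list was used to ask whether the arrest persisted. With HIRA hairpin 1 and with the PML hairpin it did not pass the threshold relative to the senescent control (medians -0.18 and -0.10, camera adjusted p 0.11 and 0.14). Both passed as falls without the expression filter (adjusted p 0.0371 and 0.0110), and the PML result passed without PML replicate 3 (-0.15, adjusted p 0.0137). With HIRA hairpin 2 the list fell further, by a median of -0.81 (58 of 60 genes lower, adjusted p 6.0e-14). Against proliferating cells the medians were -2.63, -3.27 and -2.69 with HIRA hairpin 1, HIRA hairpin 2 and the PML hairpin (adjusted p 4.4e-23, 1.9e-25 and 5.8e-25), with 59, 60 and 60 of 60 genes lower. The SASP list against proliferating cells had medians of -0.087, 0.86 and 0.76 (adjusted p 0.87, 0.0405 and 0.0099). The first of these was 0.081 with genes at the floor set at their bound, and reversed to 0.045 without proliferating replicate 1. Under fry it passed as a rise (adjusted p 7.1e-05, from a range of 7.1e-05 to 0.995 over the alternatives), with 27 genes higher and 28 lower, so its direction is not settled. The other medians with bounds were 0.82 and 0.68, and their calls were lost without proliferating replicate 1 (0.90 and 0.97, adjusted p 0.143 and 0.0720) and under an estimated correlation. Against proliferating cells interferon medians were 0.46, 2.78 and 0.79 (adjusted p 0.61, 4.4e-08 and 0.0435). The last of these calls was lost without PML replicate 3 (0.57, adjusted p 0.0821) or proliferating replicate 1 (0.98, 0.115). The NF-kB medians were -0.96, 0.55 and -0.18 (adjusted p 0.0093, 0.60 and 0.60; with bounds -0.81, 0.55 and -0.25), and the p53 medians 0.89, 1.24 and 1.01 (adjusted p 0.00061, 0.00014 and 3.4e-05).

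Scores per library gave the same comparison without a model. The SASP score was 3.74 ± 0.080 (SD, n = 3) in proliferating cells, 5.81 ± 0.080 in the senescent control, 3.99 ± 0.012 and 4.61 ± 0.017 with HIRA hairpins 1 and 2, and 4.65 ± 0.045 with the PML hairpin. The cell cycle score was 6.09 ± 0.18, 3.61 ± 0.040, 3.45 ± 0.047, 2.88 ± 0.021 and 3.44 ± 0.15 in the same order. Hairpin libraries did not overlap the senescent control, except for cell cycle with the PML hairpin (exact permutation p 0.3), p53 with HIRA hairpin 1 (p 0.3) and p53 with the PML hairpin (p 0.7). For the comparisons without overlap the exact permutation p was 0.1, the smallest the design allows. TPM with a pseudocount of 1 moved the scores most: the interferon difference with HIRA hairpin 1 was -1.81, against -2.57 on log2 CPM, and the NF-kB difference -2.13, against -2.86.

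**Figure D2:**
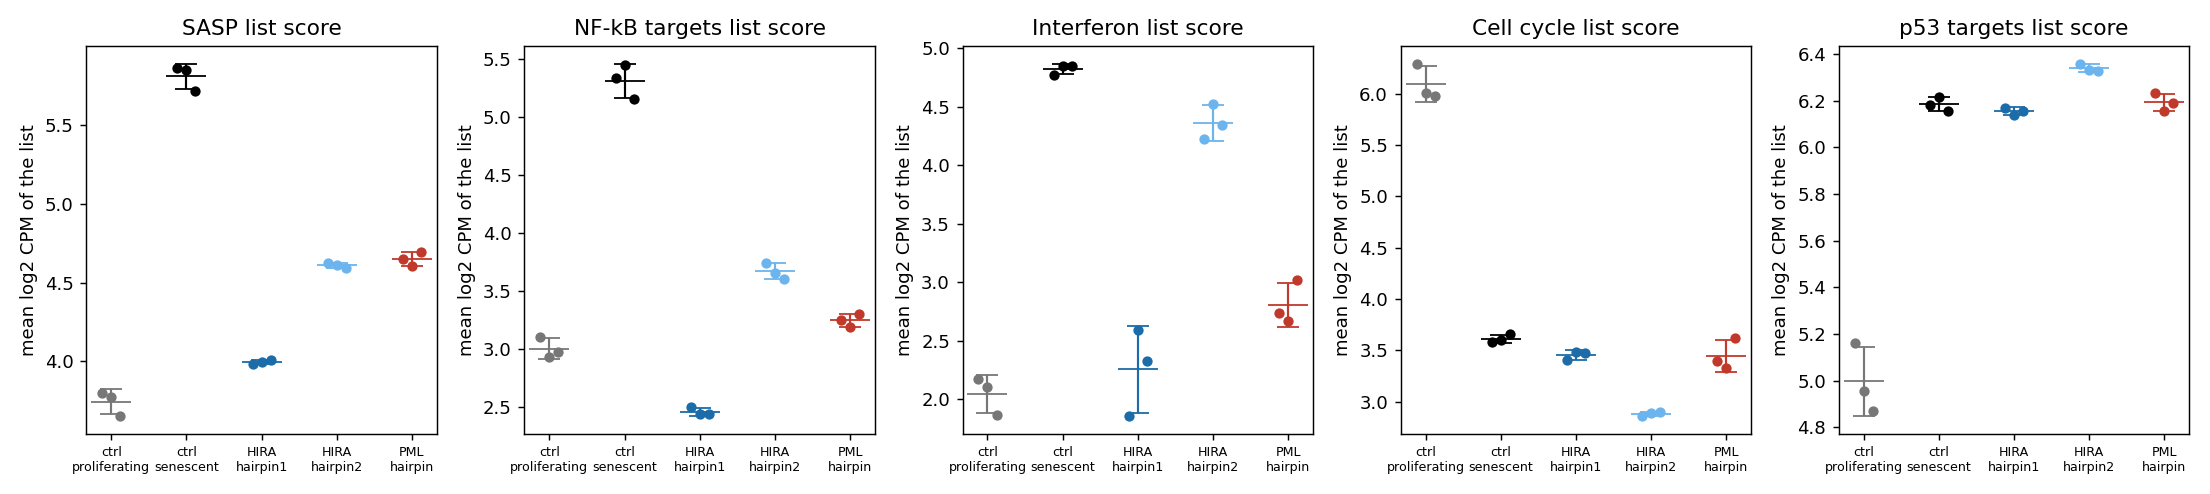
Scores of the 5 lists (y axis, mean log2 CPM of the members) in each library, with the mean and SD of 3 replicates as lines. The SASP score was 5.81 in the senescent control and 3.99, 4.61 and 4.65 with the hairpins, and the cell cycle score of every senescent group lay below the proliferating mean of 6.09.

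The remaining panel genes gave mixed changes. SQSTM1 changed by -1.02 and -0.92 with HIRA hairpins 1 and 2 (edgeR adjusted p 4.4e-07 and 1.7e-06) and by -0.18 with the PML hairpin (adjusted p 0.15), and it was higher with the PML hairpin than with HIRA hairpins by 0.79 (SE 0.079, adjusted p 1.8e-06). Its rise in senescence (0.22, adjusted p 0.046) was lost in 5 of 6 fits that left out a library, the exception being the fit without proliferating replicate 3. CGAS changed by -0.80, -1.08 and -0.10 with HIRA hairpin 1, HIRA hairpin 2 and the PML hairpin (PML against HIRA 0.85, adjusted p 0.00017). CDKN2A changed by -0.47, -0.33 and 1.02 (PML against HIRA 1.43, adjusted p 9.7e-08), and its gene-level count does not separate its transcripts. The fall with hairpin 1 was lost without senescent control replicate 2 (-0.34, adjusted p 0.0699). CDKN2B rose by 0.83, 2.92 and 2.23, and CDKN1A changed by -0.14, -0.41 and -0.34. LMNB1 changed by 0.023, -0.80 and 0.59; the last call was lost without senescent control replicate 1 (0.53, adjusted p 0.0624) or 3 (0.56, adjusted p 0.0528). HMGB2 changed by -1.04, -0.48 and -0.11, MKI67 by -0.38, -1.13 and -0.51, and CCNA2 by -0.18, -0.48 and -0.16. Of these, only HMGB2 with HIRA hairpin 1 (adjusted p 0.0013) and MKI67 with HIRA hairpin 2 (adjusted p 0.00098) passed the threshold. SP100 fell with every hairpin (-0.73, -0.78 and -0.92), as did DAXX (-0.97, -1.11 and -0.71). ATRX changed by -0.18, -0.21 and -0.86 without passing the threshold, except without PML replicate 3 (-1.33, adjusted p 0.0092). ASF1A changed by 0.26, 1.17 and 0.54; the last call was lost without senescent control replicate 2 (0.41) or PML replicate 3 (0.40). UBN1 changed by 0.40, 0.12 and 0.19, and its call with hairpin 1 was lost in 4 of 6 fits that left out a library (0.34 without hairpin 1 replicate 1). CABIN1 (0.011, -0.067 and -0.031) and STING1, listed as TMEM173 (0.28, 0.057 and 0.11), did not pass, although TMEM173 passed as a rise under TPM with HIRA hairpins 1 and 2 (0.30 and 0.28), and with hairpin 1 in the fit of only the groups compared (0.24). Also short of the threshold were LMNB1, CDKN1A and ASF1A with HIRA hairpin 1 (adjusted p 0.94, 0.25 and 0.20), CDKN2A and UBN1 with HIRA hairpin 2 (0.062 and 0.47), and CGAS and UBN1 with the PML hairpin (0.67 and 0.28). In senescence SP100 rose by 1.79, ATRX changed by 0.65 (adjusted p 0.11), and DAXX, ASF1A, UBN1, CABIN1, CGAS and TMEM173 changed by -0.42, -0.59, -0.74, -1.20, -0.78 and -1.23. Under TPM the DAXX and ASF1A falls did not pass (-0.036 and -0.31). In senescence HIRA and PML themselves changed by -1.05 and -0.53.

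The resemblance of the HIRA and PML effects was measured across genes, which are not independent replicates. Over 16532 genes, the mean HIRA change and the PML change had a Pearson r of 0.66 and a Spearman rho of 0.60. Simulated unchanged groups sharing the control libraries gave a median r of 0.60 (0.57 to 0.63) and a median rho of 0.55 (0.53 to 0.56). Dividing the control libraries, so that each side used different ones, moved r most: it was 0.55, 0.56 and 0.57 in the 3 divisions, against a simulated median of 0.0086 (-0.029 to 0.058). The hairpins against HIRA had an r of 0.62 with each other, against a simulated median of 0.52 (0.49 to 0.55). These 4 correlations, including HIRA hairpin 1 with PML (0.59) and HIRA hairpin 2 with PML (0.60), were computed without p-values.

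**Figure D3:**
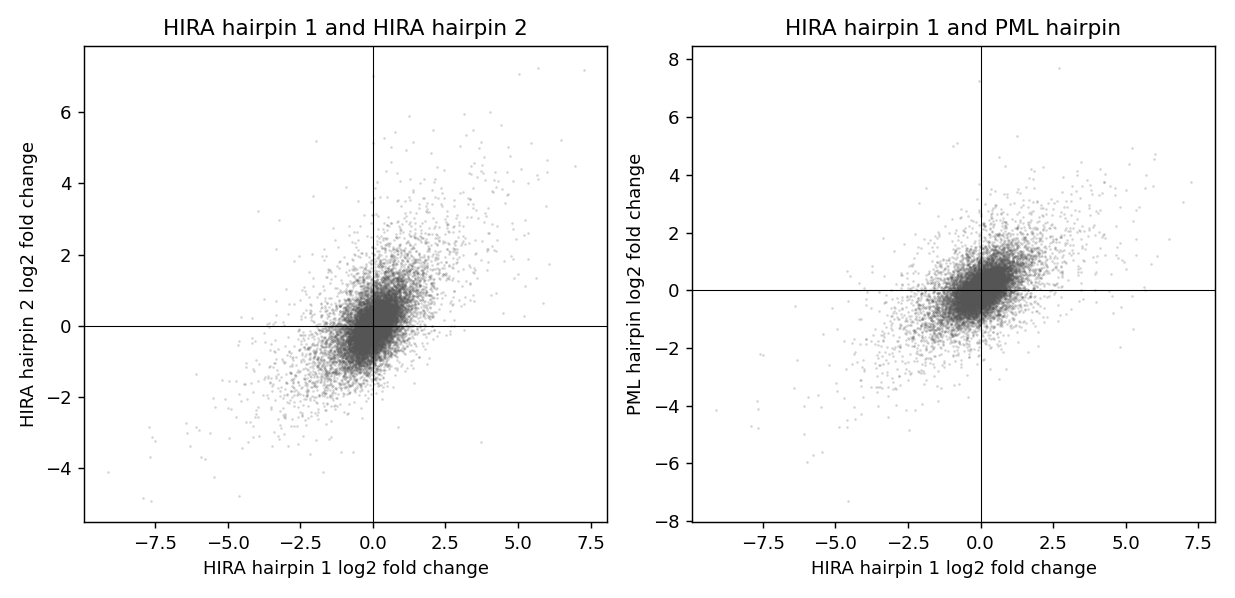
Log2 fold change of each of 16532 genes with HIRA hairpin 1 (x axes) against that with HIRA hairpin 2 (left) and with the PML hairpin (right), all relative to the senescent control. The comparisons share the control libraries, and Pearson r was 0.62 on the left and 0.59 on the right.

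Reversal of the senescence changes was measured as the share of genes that moved back towards proliferating cells. The senescent control is part of both comparisons, so simulated unchanged groups give shares above 50%. Of 6006 genes higher in senescence, 54.8% were lower again with HIRA hairpin 1, 53.9% with HIRA hairpin 2 and 58.3% with the PML hairpin. Simulated medians were 54.3%, 54.5% and 54.7%, and only the PML share exceeded its simulated range (53.3% to 56.0%). Of 5435 genes lower in senescence, 61.4%, 53.3% and 62.8% were higher again, against simulated medians of 53.6%, 53.5% and 53.6%. The shares of HIRA hairpin 1 and the PML hairpin exceeded their simulated ranges (52.1% to 55.6% and 51.6% to 55.2%). Without PML replicate 1 the PML share of falls was 55.0%, inside the central range of the simulations. The share of rises with HIRA hairpin 1 exceeded the simulations in 2 of the 3 divisions of the control libraries (55.2% and 54.9%, against a median of 48.9%). With HIRA hairpin 2 it lay above the central range (47.7% to 49.7%) in all 3 (54.2%, 50.0% and 54.7%). The share of falls with HIRA hairpin 2 lay above its central range (49.5% to 52.6%) with control replicate 1 or 3 apart (54.7% and 55.9%). It lay below that range with replicate 2 apart (47.6%). Across the genes changed in senescence, r between the senescence change and the hairpin change was -0.18, -0.087 and -0.26, against simulated medians of -0.15, -0.16 and -0.15. The value of HIRA hairpin 1 lay at the lower edge of its simulated range (-0.177 to -0.120). HIRA hairpin 2 lay above its range (-0.180 to -0.124), and the PML hairpin below its range (-0.180 to -0.129), towards more reversal. The simulated groups carry no hairpin effects, so error shared with the control makes up more of their changes. Real effects unrelated to senescence would weaken r, so the place of HIRA hairpin 2 cannot be read as less reversal. The simulated ranges of the shares also come from groups without effects.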

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

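The offsets for GC content and length, the thinning and the tests of graded loss of HIRA and of mislabelled or mixed libraries were chosen after the data and these differences had been seen; the tests of graded loss and of mislabelled or mixed libraries were chosen only after the values they measure had been seen.

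Effects of the hairpins on the same senescent cells differed from each other in direct tests. Between the HIRA hairpins, 6192 genes passed the threshold. The cell cycle list was lower with hairpin 2 by a median log2 difference of -0.53 (59 of 60 genes lower, camera adjusted p 2.5e-10), and the interferon list was higher by 1.98 (42 of 42 higher, adjusted p 1.8e-24). The NF-kB list was higher with hairpin 2 by 0.97 (26 of 30 higher, adjusted p 1.5e-09), and the SASP list by 0.48 (35 of 55 higher, adjusted p 0.0064; 0.44 with genes at the floor set at their bound). The p53 list did not differ past the threshold (0.077, adjusted p 0.11). With an estimated correlation the interferon and NF-kB differences passed (adjusted p 0.0417 for each), and the cell cycle and SASP differences did not (0.0510 and 0.0965). All 4 differences passed under fry, as did that of the p53 list (adjusted p 0.00063).

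For the gene count between the HIRA hairpins, the tables argue against several technical explanations as the whole cause. After offsets for GC content and transcript length 7992 genes passed, and after every library was thinned to the lowest total 6040 passed. None of the libraries correlated better with the other hairpin group than with its own (0 libraries; the lowest correlation within a group was 0.994 and the highest between the groups 0.970), which argues against a mislabelled or mixed library among these 6. Hairpin 1 left less HIRA mRNA than hairpin 2. If each gene responds to HIRA loss in 1 direction, a graded effect would move genes the same way with both. Of the genes past the threshold with both, 9.57% went opposite ways, against a limit of 5% set for that test. Under that assumption this argues against graded loss as the whole cause. The assumption was not tested, and the test was chosen after this share had been seen, so it is not decisive. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one; with 10 splits that share cannot fall below 10%, so these splits cannot exclude an accidental division. The other splits gave 0 genes, and 117 to 160 at an unadjusted p under 0.05, against 7625 in the real one. Off-target effects of a hairpin and unrecorded differences in culture or preparation between the groups were not tested and stay open.

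For the lists, GC content and length are excluded as the whole cause of the interferon difference (1.97 after offsets) and of the cell cycle difference (-0.56 after offsets). The NF-kB difference was 1.01 after offsets and the SASP difference 0.41 (adjusted p 0.059), so the SASP difference between the hairpins lies near the threshold. The cell cycle list fell further with hairpin 2, the hairpin that left more HIRA mRNA (difference -0.53). This argues against graded loss of HIRA for that list, if the list responds in 1 direction. It is not decisive, because HIRA counts are uncertain and HIRA protein was not measured. The difference also did not pass under camera with an estimated correlation (adjusted p 0.0510). Graded loss stays open for the interferon list, whose median change was -0.44 with hairpin 2 and -2.69 with hairpin 1. Over the alternatives these medians ranged from -0.54 to -0.095 with hairpin 2 and from -2.88 to -1.93 with hairpin 1. A smaller fall with more HIRA mRNA is what graded loss predicts. Graded loss cannot be told apart from an effect of 1 hairpin on other genes, since each hairpin is a single group. That the interferon difference may follow the amount of HIRA left is therefore a hypothesis without a decisive test.

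Between the PML hairpin and the mean of the HIRA hairpins, 5583 genes passed the threshold. The cell cycle list was higher with the PML hairpin by 0.32 (49 of 60 genes higher, camera adjusted p 2.5e-05), the interferon list lower by -0.29 (34 of 42 lower, adjusted p 0.00015) and the SASP list higher by 0.38 (35 of 55 higher, adjusted p 0.0054). The NF-kB and p53 lists did not differ past the threshold (0.26 and 0.0076, adjusted p 0.11 and 0.95). None of the 3 differences passed with an estimated correlation (adjusted p 0.131, 0.347 and 0.0965), and all 3 passed under fry. The NF-kB difference also passed under fry (adjusted p 0.0043), and the p53 difference did not (0.355). The mean of the HIRA hairpins hides their own difference for the interferon list, whose median with the PML hairpin (-2.06) lay between those of hairpins 1 and 2. It also does so for the cell cycle and SASP lists. The cell cycle score was 3.44 with the PML hairpin, 3.45 with hairpin 1 and 2.88 with hairpin 2, so by score that difference rests on hairpin 2. The SASP score was 4.65 with the PML hairpin, 3.99 with hairpin 1 and 4.61 with hairpin 2, so by score that difference rests mostly on hairpin 1.

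After offsets for GC content and transcript length, 7616 genes differed between the PML and HIRA hairpins, and after thinning 5389 did, which argues against composition and depth as the whole cause. The list differences after offsets were 0.31, -0.31 and 0.43 for cell cycle, interferon and SASP. Of 100 splits of the 9 libraries, 1 gave as many genes, the real one, and the highest other count was 442. Open explanations are a biological difference between loss of HIRA and loss of PML, the unequal strength of the knockdowns (50.7% of PML mRNA remained, against 21.8% and 33.9% of HIRA mRNA), off-target effects of the single PML hairpin, and unrecorded batches. None of these was tested.

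The same splits were counted for the other comparisons. For senescence, HIRA hairpin 1, HIRA hairpin 2 and the PML hairpin, 1 of 10 splits of 6 libraries gave as many genes, the real one each time, which is the smallest share possible. The other splits gave 0 genes. At an unadjusted p under 0.05 they gave at most 3703, 244, 232 and 1106, against 11862, 7704, 7974 and 7150 in the real ones. For genes changed alike by both HIRA hairpins, 1 of 100 splits of 9 libraries gave as many (highest other count 2547). At an unadjusted p under 0.05 a split reached 4327, above the 4208 of the real one, so that count alone would not set the real split apart. For genes changed alike by all 3 hairpins, 1 of 100 splits of 12 libraries gave as many (highest other count 1104).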

How the results depend on the processing

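Gene counts stayed within 1.5 times their reported values under DESeq2 size factors, upper quartile scaling, the DESeq2 Wald test, no filter, a mean of at least 10 counts, TPM, and the offsets for GC content and length, an alternative chosen after seeing the data. A log2 change of at least 1 lowered all 8 counts, by construction: genes changed by senescence to 5936, by HIRA hairpin 1 to 2287, by HIRA hairpin 2 to 2305 and by the PML hairpin to 1792. Genes differing between HIRA hairpins fell to 1982, those differing between HIRA and PML knockdown to 1423, those changed alike by both HIRA hairpins to 1028 and those changed alike by HIRA and PML hairpins to 556. With only the groups compared in the fit, 10351 genes differed between HIRA hairpins, against 6192, and 5019 changed alike by both, against 3334; the other 6 counts stayed within 1.5 times. The shared fit gives every group 1 dispersion. The HIRA groups varied least (coefficients of variation of 3.31% and 4.73%, against 26.0% in the proliferating control). The shared fit may therefore be conservative for the HIRA hairpins (10351 against 6192 genes), provided that the replicates are independent. The labels do not state that they are, and replicates that are not independent would make the larger count too lenient. For senescence, which includes the proliferating control, the count went the other way (9855 against 11441), so the shared fit may be lenient there. In the fit of only the groups compared, PML mRNA with HIRA hairpin 2 passed the threshold (-0.18, adjusted p 0.0498, the lowest of a range up to 0.544 over its alternatives). Leaving out 1 library gave 10534 to 12358 genes for senescence, 5240 to 5473 and 5350 to 5608 for HIRA hairpins 1 and 2, 4403 to 5243 for the PML hairpin, 4816 to 4935 between the HIRA hairpins, 4349 to 4922 between PML and HIRA, 2646 to 2893 changed alike by both HIRA hairpins and 1540 to 1950 by all 3.

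The balance of directions depended on the processing. Over the alternatives other than leaving out libraries, the share of higher calls ranged from 49.4% (GC content and length offsets) to 63.5% (TPM) for senescence (52.5% reported) and from 48.5% (log2 change of at least 1) to 60.1% (TPM) for HIRA hairpin 1 (54.3% reported). It ranged from 47.5% (no filter) to 70.8% (TPM) for HIRA hairpin 2 (50.3% reported), and from 46.6% (only the groups compared) to 61.7% (upper quartile scaling) for the PML hairpin (54.4% reported). Between the HIRA hairpins it ranged from 44.5% (no filter) to 63.3% (TPM; 46.9% reported), and between PML and HIRA from 38.2% (TPM) to 59.6% (upper quartile scaling; 53.4% reported). No majority direction is therefore claimed for any comparison. The median log2 change of all genes with HIRA hairpin 2 was 0.15 under TPM and 0.019 as reported, and between the HIRA hairpins 0.094 and -0.0084. Changes under TPM are to be read relative to that shift.

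No pairing of libraries by replicate number was seen. Over 30 pairs of libraries with the same number in different groups, deviations from the group means correlated at -0.47 to 0.12, with 4 pairs over 0.1. The labels do not state whether the numbers pair libraries. Trends of single libraries with GC content could hide a shared day or passage, so pairing is not excluded. With the replicate block, 11208 genes passed for senescence, 5953 and 6082 for HIRA hairpins 1 and 2, and 5078 for the PML hairpin. Between the HIRA hairpins 5688 passed, and between PML and HIRA 5087. Genes changed alike numbered 3031 and 1804. The block changed no call of a list or target gene, and 1 call of a named gene (SQSTM1 in senescence, adjusted p 0.0669, in a range of 6.5e-05 to 0.351 over its alternatives).

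For the lists, 486 of 525 values under alternatives kept direction and side of the threshold. Falls of the SASP and NF-kB lists with each hairpin, and the fall of the cell cycle list in senescence, did so in all their alternatives. An estimated correlation, which widens the tests by construction, removed 8 calls: interferon in senescence (2.86, adjusted p 0.0819), with HIRA hairpin 2 (-0.44, 0.477), and against proliferating cells with HIRA hairpin 2 (2.78, 0.173) and the PML hairpin (0.79, 0.642); SASP against proliferating cells with HIRA hairpin 2 (0.86, 0.174) and the PML hairpin (0.76, 0.0966); and NF-kB (-0.96, 0.210) and p53 (0.89, 0.0663) against proliferating cells with HIRA hairpin 1. fry added 3: p53 with HIRA hairpin 2 (0.19, 0.0132), SASP against proliferating cells with HIRA hairpin 1 (7.1e-05, as a rise, with 27 genes higher and 28 lower and a median of -0.087) and NF-kB against proliferating cells with HIRA hairpin 2 (0.55, 0.0067).

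For the rest of this paragraph the cause was not tested. Under TPM with a pseudocount of 1 the medians reversed for p53 with HIRA hairpin 1 (0.0095) and the PML hairpin (0.071), SASP with HIRA hairpin 1 against proliferating cells (0.10) and NF-kB with the PML hairpin against proliferating cells (0.057), none past the threshold. SASP with HIRA hairpin 2 (0.67) and interferon with the PML hairpin (0.62), both against proliferating cells, lost their calls. With a pseudocount of 0.1 the same results were 0.0097, 0.074, 0.23, 0.12, 1.25 and 0.96. Without a filter, cell cycle passed with HIRA hairpin 1 (-0.18) and the PML hairpin (-0.13). With members of at least 8 CPM, NF-kB with HIRA hairpin 2 against proliferating cells reversed (-0.38), and 3 calls against proliferating cells were lost: SASP with HIRA hairpin 2 (0.28) and the PML hairpin (0.25), and interferon with the PML hairpin (0.64). The offsets for GC content and length made cell cycle with the PML hairpin pass (-0.14, adjusted p 0.0468) and turned its p53 median to 0.0019. Leaving out 1 library gave -0.17 to 0.045 for SASP against proliferating cells with HIRA hairpin 1, 0.79 to 0.90 with HIRA hairpin 2 (lost without proliferating replicate 1 or 3) and 0.75 to 0.97 with the PML hairpin (lost without proliferating replicate 1). Interferon with the PML hairpin against proliferating cells ranged from 0.57 to 0.98, cell cycle with the PML hairpin from -0.18 to -0.050 (past the threshold without PML replicate 3) and p53 with the PML hairpin from -0.051 to 0.056.

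Scores under TPM moved by more than the SD between replicates in 25 of 40 values. The p53 score difference with the PML hairpin (0.0084) was -0.011 under DESeq2 size factors and -0.012 to 0.026 with 1 library left out. With HIRA hairpin 2 (0.16) it was -0.0047 under TPM with a pseudocount of 0.1. The p53 list includes CDKN1A, listed at a mean TPM of 0 with HIRA hairpin 2 and 754 in the senescent control. These zeros lower that score, so its reversal cannot be read as a change of the list. The causes of the other changes were not tested.

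Target genes kept their direction and call for each hairpin against its own target in every alternative run for them. These were DESeq2 size factors, the DESeq2 Wald test, only the groups compared, the replicate block, TPM and leaving out 1 library. PML mRNA with HIRA hairpins 1 and 2 reversed without passing under TPM, to 0.15 and 0.12 with a pseudocount of 1 and to 0.16 and 0.13 with 0.1. The cause was not tested.

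The correlation of HIRA and PML effects was computed for part of the alternatives. It stayed above its simulations under DESeq2 size factors, the replicate block, genes with at least 8 CPM and divided control libraries. With 1 library left out it was 0.64 to 0.69. No simulation left out a library, so these values have no matching comparison. For HIRA hairpin 1 rises and for HIRA hairpin 2, the place of the reversed shares relative to the simulations depended on the control libraries. Dividing them, with replicate 1, 2 or 3 apart, gave for HIRA hairpin 1 rises 55.2%, 48.7% and 54.9%, for HIRA hairpin 2 rises 54.2%, 50.0% and 54.7%, and for HIRA hairpin 2 falls 54.7%, 47.6% and 55.9%, against simulated medians of 48.9%, 48.8% and 51.0%. The remaining shares stayed above their simulated ranges in every division. They were 63.2%, 55.6% and 63.5% for HIRA hairpin 1 falls, 57.9%, 52.4% and 58.3% for PML rises, and 64.7%, 56.1% and 65.5% for PML falls. Over genes with at least 8 CPM, HIRA hairpin 2 gave 58.7% of rises and 50.5% of falls, against 53.7% and 52.3%. Leaving out 1 library gave 54.3% to 58.2% of rises with HIRA hairpin 1, 53.5% to 56.4% of rises and 50.9% to 55.4% of falls with HIRA hairpin 2, and 55.0% (without PML replicate 1) to 64.6% of falls with the PML hairpin. The cause was not tested. A statement on reversal by HIRA hairpin 2 is thus not supported in either direction.

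Among named genes, 65 of 1547 values changed: 24 weaker, 20 stronger and 21 reversed. Reversals that were not past the threshold concerned small changes: CABIN1 with HIRA hairpin 1 (-0.0053 under DESeq2 size factors and the DESeq2 Wald test, -0.032 with only the groups compared, -0.020 to 0.056 with 1 library left out), with HIRA hairpin 2 (0.43 under TPM) and with the PML hairpin (0.31 under TPM, -0.13 to 0.041 with 1 library left out). LMNB1 with HIRA hairpin 1 was -0.019 with only the groups compared and -0.037 to 0.12 with 1 library left out, and MMP3 with HIRA hairpin 1 was 0.068 under TPM and -0.14 to 0.061 with 1 library left out. With 1 library left out, ATRX with HIRA hairpin 2 ranged from -0.41 to 0.030 and TMEM173 from -0.00031 to 0.13. These causes were not tested. CDKN1A in senescence was -1.40 under TPM, because its TPM is listed as 0 in senescent control replicate 2, which had 46119 counts of it (1166 and 1097 TPM in replicates 1 and 3). Its falls with HIRA hairpin 2 and the PML hairpin lost their calls there, where its TPM is also listed as 0 in 3 libraries and 1 library of these hairpins. Under TPM calls were also lost for ASF1A (-0.31) and DAXX (-0.036) in senescence, MKI67 with HIRA hairpin 2 (-0.62) and LMNB1 with the PML hairpin (0.47), and gained for ATRX in senescence (1.06) and TMEM173 with HIRA hairpins 1 and 2 (0.30 and 0.28). The fit of only the groups compared added calls for ATRX in senescence, for TMEM173, CDKN1A and MKI67 with HIRA hairpin 1, for CDKN2A, HMGB2 and CCNA2 with HIRA hairpin 2, and for SQSTM1 and MKI67 with the PML hairpin, and removed that of SQSTM1 in senescence. DESeq2 size factors and the Wald test also removed SQSTM1 in senescence and added CCNA2 with HIRA hairpin 2, and the Wald test added MKI67 with the PML hairpin. The causes were not tested. With 1 library left out, calls were lost for SQSTM1 in senescence, UBN1 and CDKN2A with HIRA hairpin 1, and LMNB1 and ASF1A with the PML hairpin. Calls were gained for ATRX and CDKN2A in senescence, CDKN2A with HIRA hairpin 2 and ATRX with the PML hairpin.

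Depth limited CXCL1 with HIRA hairpin 1, which was at the floor, so that only a bound of its fall can be given. Every alternative chosen beforehand was run.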

Other observations

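The tests in this part were chosen after a first look at the data and before the values they measure were seen.

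Proliferating replicate 1 and PML replicate 1 lay furthest from the means of their groups, in the 2 groups with the largest spread. Over genes with at least 8 CPM, the SD of their log2 deviation from the group mean was 0.38 and 0.22, against 0.17 and 0.28 in proliferating replicates 2 and 3, 0.10 and 0.19 in PML replicates 2 and 3, and 0.064 to 0.16 over the other groups. PML replicate 1 therefore stands out little from PML replicate 3. The deviations followed GC content, with a Spearman rho across genes of -0.741 in proliferating replicate 1 and 0.774 in PML replicate 1. Proliferating replicate 3 and PML replicate 3 showed similar trends (0.797 and -0.731), as deviations within a group of 3 balance each other. Thinning every library to the lowest total left the deviation at 1.00 times its size or more. Thinning adds sampling noise and could hardly lower this value, so it cannot exclude an effect of depth. Given the trends with GC content, a difference in GC content bias between libraries is a candidate explanation. No biological explanation was tested, since the labels separate these replicates by number only.

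SASP genes outside the NF-kB list also fell with each hairpin. The hypothesis that the SASP fall was confined to NF-kB targets was tested on the 44 SASP genes outside that list. Their median log2 change was -1.05 with HIRA hairpin 1 (34 of 44 lower, camera adjusted p 2.2e-08), -0.83 with HIRA hairpin 2 (34 lower, adjusted p 4.6e-08) and -0.56 with the PML hairpin (29 lower, adjusted p 0.0016), which argues against it for all 3 hairpins, also under fry and an estimated correlation. The 11 SASP genes in the NF-kB list changed by medians of -5.51, -2.85 and -4.04. The NF-kB list covers a small part of that factor's targets, so NF-kB may still act on genes outside it.

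Genes with counts near 0 and TPM over 5 numbered 588, of which 578 had transcript sequence in GENCODE 29. They held 2.92% of all TPM, and of the 578, 25.1% were processed pseudogenes and 19.2% antisense genes. A median of 94.7% of their 31-base words also occurred, on either strand, in transcripts of other genes. Overlap with a gene on the opposite strand therefore counts as shared sequence. The share was 4.54% in 578 genes matched on TPM, which also had a mean of at least 10 counts. The median length of the genes with counts near 0 was 401 bases, against 3783 in the matched genes, a ratio of 0.106. Sequence shared with other genes and short transcripts are each a candidate explanation for the disagreement between both tables, and these values do not separate them.

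Another 11 genes were listed at a TPM of exactly 0 in a library in which they had at least 1000 counts, with TPM over 0 in other libraries. This concerned 23 values, among 6307 genes that reached 1000 counts in a library (0.174%). COL1A1 was listed at 0 in 1 library with 833904 counts, GAPDH in 3 libraries and CDKN1A in 7 libraries (37107 to 57238 counts, and a TPM of 262 to 1166 elsewhere). The others were TPM4, FAT1, MYO1C, ATP2B4, RPS7, GOLGA2, AMD1 and UHRF1. These genes were singled out after their values were seen, no explanation was tested, and their TPM were not used outside the TPM alternatives.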
